# Changes in Transcriptomic Profiles in Different Reproductive Periods in Yaks

**DOI:** 10.3390/biology10121229

**Published:** 2021-11-25

**Authors:** Shaoke Guo, Mengli Cao, Xingdong Wang, Lin Xiong, Xiaoyun Wu, Pengjia Bao, Min Chu, Chunnian Liang, Ping Yan, Jie Pei, Xian Guo

**Keywords:** yak, ovary, anestrus, estrus, pregnancy

## Abstract

**Simple Summary:**

The molecular regulation mechanism of yak ovarian activity has attracted extensive attention. This study investigated the global gene expression profiles in different reproductive stages (anestrus, estrus, and pregnancy) by RNA-seq technology. Enrichment analysis revealed that DEGs were involved in the process of follicular growth, ovulation, and hormone metabolism. This study explored the regulation mechanism of the yak ovary in the reproductive cycle and laid a theoretical foundation for further understanding the reproductive characteristics of yak.

**Abstract:**

Yak reproductive characteristics have received extensive attention, though the molecular regulation mechanism of its ovarian activity remains to be explored. Therefore, this study initially conducted a comparative analysis of yak ovarian activities in anestrus, estrus, and pregnancy regarding their morphology and histology, followed by implementing RNA sequencing (RNA-seq) technology to detect the overall gene expression and biological mechanism in different reproductive stages. H&E staining showed that there were more growing follicles and mature follicles in ovarian tissue sections during estrus than ovarian tissues during non-estrus. The RNA-seq analysis of yak ovary tissues in three periods showed that DEGs related to follicular development and hormone metabolism were screened in the three comparison groups, such as *COL1A2*, *NR4A1*, *THBS2*, *PTGS2*, *SCARB1*, *STAR*, and *WNT2B*. Bioinformatics analysis showed that these DEGs are involved in ion binding, cell development, metabolic processes, enriched in ECM–receptor interactions, steroid biosynthesis, together with aldosterone generation/discharge and Wnt/PI3K-Akt signaling pathways. In addition, we speculate alternate splice development events to have important role/s in regulating ovarian functional genomic expression profiles. These results provide essential knowledge aimed at scrutinizing pivotal biomarkers for yak ovarian activity, together with paving the way for enhancing researchers’ focus on improving yak reproductive performance.

## 1. Introduction

Yak (*Bos grunniens*) is an endemic cattle species centered on the Qinghai-Tibet Plateau in China and is distributed in the surrounding alpine pastoral areas [1]. Yak can provide local herdsmen with meat, milk, wool, labor, fuel, among other daily necessities [2]. It is an essential part of livelihoods and local herding culture/economy, known as the ‘boat of the plateau’. However, yak reproductive rates are relatively low compared to yellow cattle [3]. In addition, yaks have a delayed sexual maturity, and female yaks usually have the first estrus at the age of 1.5–2.5 years. Under the current production management level, yaks are generally calved every other year, with one in two years or two in three years [4]. Only 3.03% of yaks could estrus and breed during calving that year. Due to the influence of natural ecological conditions and forage supply of natural grassland, the reproductive performance of female yak showed obvious seasonal variations [5]. Xiang et.al [6] concluded that in the warm season (July to October) when pasture is abundant yak body condition and the nutritional level dictate endocrine regulation mechanism for the estrus season.

The ovary is the most important reproductive organ determining estrus activity and pregnancy of female animals. The histological structure of yak ovary is similar to that of cattle and buffalo. As early as 1999, Cui and Yu developed detailed comparisons and descriptions of yak ovary morphology and follicular system at differing ages [7] and found that the right ovary’s small follicular quantity was elevated in comparison to the left ovary [8]. Yu et al. [9] utilized light (LM) and transmission electron microscopy (TEM) techniques to observe several characteristic morphological variations in yak oocytes. Meng et al. [10] compared yak ovary structure in the estrus cycle, observing significant variations in cystic/atretic follicular quantity across differing estrus stages. The number and quality of follicles within ovaries are related to multiple factors, such as sex hormone levels, ovary volume, and size of the corpus luteum.

Ovarian development is a complex process that requires precise coordination of multiple molecules, cells, and tissues. At different stages of the reproductive cycle, there are numerous considerable variations in endocrine features and ovarian activity driving genomic/hormonal regulatory processes. Lan et al. [11] performed RNA-seq on adult yak ovary tissues, predicted and analyzed 6321 novel transcripts, and discovered several genes related to yak reproductive performance. Consequently, the group compared variations in ovarian transcriptome between yak and yellow cattle to further explore the specificity of yak reproduction [12]. Xu et al. [13] studied follicle growth/genomic expression profiling within yak ovarian tissue during hot/cold months, and found transcripts related to estrogen secretion and metabolic signaling pathways. However, there is currently no concomitant report on the comparison of yak ovarian activities with anestrus, estrus, and pregnancy.

This study aimed to deeply explore the basic physiological and molecular characteristics of yak ovaries, compare the internal differences of yak ovaries during anestrus, estrus, and pregnancy periods. Consequently, we compared the yak ovary follicular distribution at differing stages through H&E staining. Then, RNA-seq was employed for comparing transcriptomic data for all three stages and analyzing the differential genomic expression patterns. This study provides a reference for increased knowledge on yak reproduction specificity via investigating the molecular mechanism of yak ovarian physiological activity and furthering basic ovarian physiological research and the development/utilization of breed genetic resources.

## 2. Materials and Methods

### 2.1. Sample Collection

In this study, samples were collected from the ovaries of healthy adult yaks (6 years old), within one year and during three periods of anestrus (April), estrus (August), and pregnancy (December). Ten ovarian samples were collected in each period for observing and making tissue sections, and three samples in each period were used for RNA-seq. All samples were collected from yaks that were euthanized within one farm, with such samples collected within 60 min post-mortem. A section of the ovarian sample was stored within 10% neutral-formaldehyde fixative, with the remaining sample segment flash-frozen within liquid nitrogen. All samples were obtained through Menyuan Hui Autonomous County, Haibei Tibetan Autonomous Prefecture, Qinghai Province, China (37°39″ N, 101°62″ E). All animal handling/experimental protocols were conducted in line with regulations set by the China Council on Animal Care and the Ministry of Agriculture of the People’s Republic of China. The Animal Care and Use Committee of the Lanzhou Institute of Husbandry and Pharmaceutical Sciences Chinese Academy of Agricultural Sciences accepted all animal handling protocols (Permit No: SYXK-2014-0002).

### 2.2. H&E Staining

The fixed ovarian tissues were dehydrated using a fully-automatic dehydrator [Junjie Electronics Co., Ltd.™, Wuhan, China] (alcohol dehydration time: 75%—4 h, 85%—2 h, 95%—1 h, 100%—0.5 h, 100%—0.5 h, 100%—0.5 h, 100%—0.5 h, xylene—10 min, xylene—10 min, paraffin—1 h, paraffin—2 h, paraffin–3 h), embedded and sliced. Then, the procedure consisted of: deparaffinizing sections to water (xylene I for 20 min, xylene II for 20 min, absolute ethanol I for 5 min, absolute ethanol II for 5 min, 75% alcohol for 5 min, and tap water rinsing); hematoxylin staining (10 min); water-wash step (60 s); differentiation with hydrochloric acid and alcohol (5 s); water-wash step (60 s); transfer into warm water at 50 °C or weak alkali the aqueous solution turns into blue coloration; water-wash step (60 s); placed into 85% alcohol for 180 s; eosin staining (180 s); water-wash step (3 s); gradient-alcohol dehydrating steps; xylene transparency step; gum-based neutral sealing. All samples were subjected to standardized operating protocols (SOPs) applied for pathology laboratory assessment processes, and consequently underwent microscopic examination and imaged by Panoramic 250^®^ digital slice scanner [Tangier Electronics Co., Ltd.™, Jinan, China].

### 2.3. RNA Sequencing

Total RNA was collected through TRIzol^®^ [Invitrogen™, Carlsbad, CA, USA] according to manufacturer protocol., followed by RNA quantitation/purity assessment through NanoDrop ND-1000^®^ [NanoDrop™, Wilmington, DE, USA]. RNA integrity was evaluated through Bioanalyzer 2100^®^ [Agilent™, Palo Alto, CA, USA] and verified by agarose electrophoresis. Samples having a concentration of >50 ng/μL, RIN value > 7.0, OD260/280 > 1.8, total RNA >50 μg were deemed to meet the requirements for downstream studies. Through oligo(dT)-based magnetic beads [Dynabeads Oligo (dT)^®^, catalog number 25-61005, Thermo Fisher™, Waltham, MA, USA], mRNA containing PolyA (polyadenylic acid) were specifically captured through two purification rounds. All captured mRNA was fragmented using the NEBNext^®^ Magnesium RNA Fragmentation Module [Catalog No. E6150S, New England BioLabs (NEB)™, Ipswich, MA, USA] with high-temperature conditions, at 86 °C for seven minutes. Consequently, cDNA was created through SuperScript II Reverse Transcriptase^®^ [Invitrogen™, cat. 1896649, Carlsbad, CA, USA], required for producing U-labeled second-stranded DNA employing *E. coli* DNA polymerase I [NEB™, cat.m0209, Ipswich, MA, USA], RNase H [NEB™, cat.m0297, Ipswich, MA, USA] and dUTP Solution [Thermo Fisher™, cat.R0133, Waltham, MA, USA]. A-base was subsequently introduced onto blunt ends for each strand, prior to ligation onto indexed adapters. Individual adapters contained a T-base overhang to enable the ligation step. Single/dual-index adapters were ligated onto DNA fragments, while size selection was conducted through AMPureXP^®^ beads. Following heat-labile UDG enzyme [NEB™, cat.m0280, Ipswich, MA, USA] activity on U-labeled second-stranded DNA, all ligated products underwent PCR under such optimizations: single-step denaturation at 95 ℃ for three minutes; eight denaturing cycles at 98 ℃ for 15 s, annealing at 60 ℃ for 15 s, and extension at 72 ℃ for 30 s; single-step extension at 72 ℃ for five minutes. The mean insert size for finalized cDNA library was 300 ± 50 bp. Consequently, 2 × 150 bp paired-end sequencing (PE150) was conducted on an illumina™ Novaseq 6000^®^ [LC-Bio Technology CO., Ltd.™, Hangzhou, China] according to the manufacturer’s protocol.

### 2.4. Sequencing Analysis

The ‘off-machine’ raw data format was fastq. Fastp software was employed to perform quality control on sample raw data, including removal of joints, duplicates, together with reduced-quality sequences in order to attain CleanData format for fastq [14]. HISAT2 was consequently employed to align the obtained CleanData onto the designated genome (Latin: bos grunniens, genome version-101), and consequently, obtain bam file format [15]. Gene assembly and quantification software was StringTie [16], while the quantification method was Fragments per Kilobase Million (FPKM)(total exon fragments/mapped reads (millions) × exon length (kB)), with edgeR employed for variation analyses [17]. The GO analysis and KEGG analysis were separately completed through online websites G: profiler (https://biit.cs.ut.ee/gprofiler/gost, accessed on 20 August 2021) and KOBAS 3.0 (http://kobas.cbi.pku.edu.cn, accessed on 16 September 2021).

### 2.5. Real-Time Quantitative PCR (RT-qPCR)

Reverse transcription of RNA was performed through Evo M-MLV RT Kit^®^ with gDNA Clean for qPCR ‖ [AG™, Hunan, China]. Primer set designs for investigated genes were developed through the NCBI website, and the sequences are shown in Supplementary Table S1. Consequently, SYBR Green master mix [Yeasen™, Shanghai, China] and the LightCycler^®^ System [CFX96TM Optics Module, Singapore] were both employed to perform RT-qPCR. The reaction volume was 20 µL, including 2x Precision PLUS^®^ Master Mix 10 µL, cDNA (25 ng) 1 µL, primers (forward/reverse) 1 µL each (300 nmol), together with 7 µL RNase/Dnase-free water. PCR running conditions were: 95 °C for three minutes, followed by 39 cycles of 95 °C for 10 s/55 °C for 30 s. The data were represented as mean ± SE (n = 3). Glyceraldehyde-3-phosphate dehydrogenase (GAPDH) served as the reference gene for normalization, while the 2^−ΔΔCT^ calculation method unified transcriptomic expression. All statistical assessments were performed by SAS 9.4^®^ statistical software, with *p* < 0.05 deemed to confer statistical significance.

## 3. Results

### 3.1. Ovarian Surface Observation

The adult yak’s ovary is slightly flattened and oval, with raised follicles and corpus luteum visible on the surface (Figure 1). Compared to other cattle, yak has reduced ovaries, shorter ovarian mesentery, and relatively fixed positions, though overall structure is similar. Individual yak ovary pairs of each yak occurred in differing states. The overall length of the larger side is approximately 20–26 mm. Typically, there is a large corpus luteum, which almost occupies the whole ovary space. Through manual evaluation of yak ovary dimensions (greater region) during differing time periods, it was found that the mean yak ovary diameter during pregnancy was slightly larger, at 24.7 mm, followed by the estrus period, and with the most reduced diameter occurring in the anestrus period (Table 1). By observing the ovarian surface, it could be found that there was a corpus rubrum with a diameter of approximately 12 mm in most of the ovaries during estrus, while there was a corpus luteum with a diameter of approximately 20 mm in the ovary during pregnancy, corpus luteum can also be seen in individual ovaries during estrus. The size and duration of the corpus luteum depended on the mother’s state, such as fertilization or pregnancy.

There are follicles of differing sizes in the ovary, typically one with a diameter of >5 mm, and several small follicles of 2–5 mm. The number of follicles between 2–3 mm within ovaries during the anestrus period have the highest follicular population density, with additional immature follicles, while the number of small follicles is reduced, due to the occupation of the corpus luteum/corpus rubrum during the estrus and pregnancy periods.

### 3.2. Histological Characteristics of Follicles

According to the description of histological characteristics for varying follicles by Yu et al. [9], comparison of ovarian follicles at three differing stages of anestrus, estrus, and pregnancy, the characteristics of different follicles are shown in Figure 2. It was found that there were increased numbers of follicles at all levels within ovarian tissue during estrus, with additional developing/mature follicles being observed. The number of follicles during anestrus and pregnancy were similar, with fewer developing follicles, and increased numbers of atretic follicles. Figure 3 shows the microscopic anatomical structure of immature Graafian follicles of the yak ovary, from which it could be seen that the granular cell layer was arranged disorderly.

### 3.3. Raw Sequencing Data and Descriptive Statistics

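Ovarian RNA was sequenced in 9 libraries, 3 each from anestrus (YO-A), estrus (YO-F) and pregnancy (YO-P), all from yaks aged 6 years. According to Supplementary Table S2, the number of valid reads per library was 52047776 to 52817356 in YO-A, 50020328 to 55325926 in YO-F and 52550538 to 54490060 in YO-P. The authors aligned the filtered reads to the Bos grunniens genome with HISAT2, quantified genes with StringTie, and deposited 1 FPKM value per gene and library. FPKM divides the fragments of a gene by its exon length and by the mapped reads of the library, so the table holds no counts and the number of fragments behind a single value is unknown. The part of the table analysed here holds 173 genes in the order of their Ensembl identifiers. Of these, 135 lie on chromosome 1, 19 on chromosome 2, 16 on chromosome 3 and 3 on chromosome 4, so shares and counts describe these genes and not the whole transcriptome. Expression was compared with limma on log2(FPKM + 0.1) for the 130 genes with a mean FPKM of at least 0.1 over the 9 libraries. The 3 stages were fitted together over the 8 libraries without YO-F2, the set the paper used. On this scale, the fold change of a gene with low FPKM is pulled toward 0. With 2 estrus libraries against 3 others, or with 3 libraries against 3, the smallest two-sided p of an exact permutation test is 0.1.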

In order to attain transcriptomic mapping for yak ovaries, such tissue was assessed through RNA-seq during three differing periods, namely, anestrus (YO-A), estrus (YO-F), and pregnancy (YO-P). Readings with connector, low mass readings, together with low mass bases were excluded through Trimomatic v0.36 software. A total of 72.35 G of raw bases were obtained in this sequencing, and each sample averaged 8.04 G of raw bases (Supplementary Table S2). Following fastp to filter out unqualified sequences, a total of 65.16 G in valid bases were obtained, accounting for 90%. 

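Over the 130 genes, the Pearson correlation of YO-F2 with each of the other 8 libraries was 0.777 to 0.842, whereas the other libraries correlated with each other at 0.907 to 0.981. These correlations run across genes, which are not independent replicates. The median correlation of YO-F2 with the other libraries was 0.800, and that of each other library was 0.928 to 0.960. The first principal component held 53.7% of the variance and the second 14.1%. On the first component, YO-F2 scored 17.3 and the other libraries lay between -3.68 and 1.73. The correlation of YO-F2 moved most over all 173 genes, an alternative chosen after seeing the data, to a median of 0.889 with 0.960 as the lowest median of any other library. With only the genes with a mean FPKM of at least 1, it was 0.721, and the lowest median of the others was 0.912. Among all 173 genes, 33 lay more than 1 log2 unit outside the range of the other 8 libraries in YO-F2, 14 of them above and 19 below. The same count was 0 to 3 genes for each other library. The genes named next were chosen after their values were seen. ADAMTS1 (ENSBGRG00000000068, chromosome 1, 28754201 to 28762686) had an FPKM of 11.6 in YO-F2 and of 79.4 to 259 in the other libraries. ROBO1 had 1.16 in YO-F2 and 9.80 to 24.5 in the others. KIF17 on chromosome 2 (4828371 to 4895857) had 26.8 in YO-F2 and 0.613 to 2.12 in the others, and ENSBGRG00000000124 on chromosome 1 had 310 in YO-F2 and 30.2 to 47.0 in the others.

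**Figure D1:**
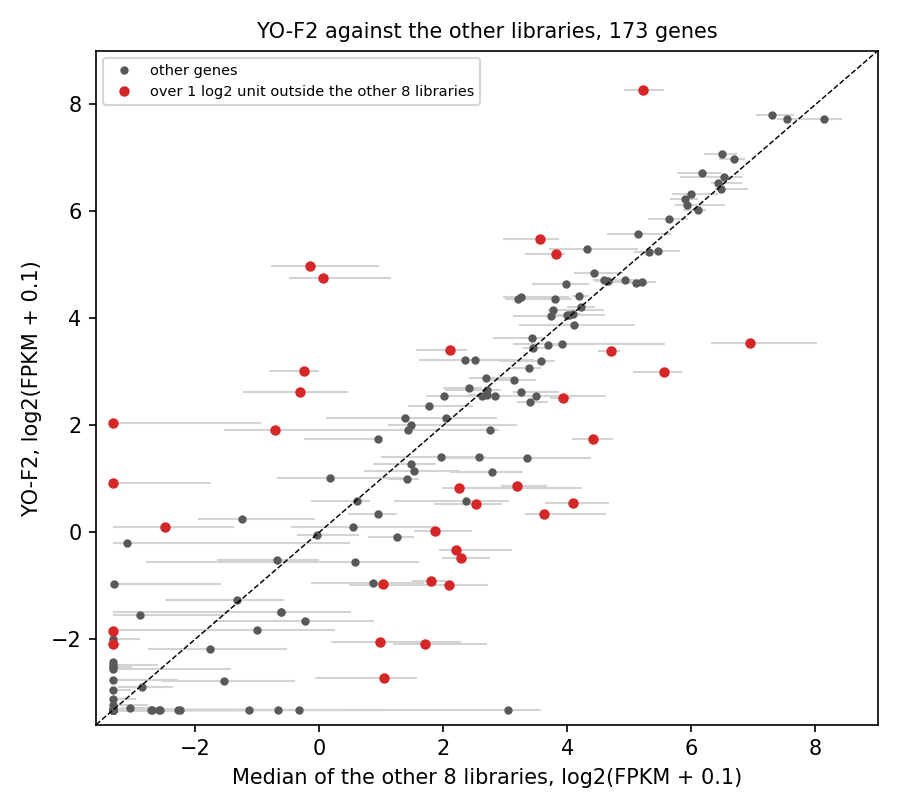
Expression of 173 genes in YO-F2 (vertical axis) against the median of the other 8 libraries (horizontal axis), both as log2(FPKM + 0.1). Horizontal lines span the other 8 libraries, the dashed line marks equal values, and the 33 red points are the genes more than 1 log2 unit outside that span.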

The principal component analysis (PCA) results of nine samples in three groups showed that YO-F2 deviated from other samples (Figure 4a), so this sample was excluded from future analyses. 

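Of the 173 genes, 153 (88.4%) had an FPKM above 0 in at least 1 of the 3 YO-A libraries, 149 (86.1%) in at least 1 of the 2 YO-F libraries and 150 (86.7%) in at least 1 of the 3 YO-P libraries. The YO-F count rests on fewer libraries, and it was 156 genes with YO-F2 included. Expression above 0 in all 3 stages was seen for 132 genes, and 171 genes were above 0 in at least 1 of the 8 libraries. When FPKM above 0 was required in every library of a stage, 122, 122 and 121 genes remained in YO-A, YO-F and YO-P. A value of 0 means that the gene was not detected at this depth, not that it was silent.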

A total of 19,738 transcripts were identified in the three groups, including 18,439, 17,758, and 18,260 transcripts within YO-A, YO-F, and YO-P groups, accordingly. Box plot and density graphs of gene expression for each sample are shown in Figure 4b,c. Approximately 25% of all investigated genes had reduced expression profiles (FPKM < 1). 

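Over the 171 genes detected in the 8 libraries, 552 of 1368 values were below an FPKM of 1. That was 40.4% ± 1.53 (SD between libraries, n = 8), with 38.0% in the lowest library and 42.1% in the highest. When the mean FPKM of each gene was used instead, 69 genes were in this class. With YO-F2 included, the share over all 173 genes was 41.5%.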

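For the same genes and libraries, 776 values had an FPKM of 1 to 100, or 56.7% ± 1.71 (SD, n = 8). A further 40 values had an FPKM of 100 to 1000, or 2.92% ± 0.625 (SD, n = 8). With YO-F2 included, these shares were 55.5% and 3.02%. By mean FPKM, 97 genes fell in the first of these classes and 5 in the second.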

Approximately 72% of such genes had an expression level of FPKM 1–100, with just 2% having gene expression profiles of FPKM 100–1000. 

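None of the 1368 values was above an FPKM of 1000, and the share of that class was 0 with YO-F2 as well. The highest value was 344.6, for APP (ENSBGRG00000000062, chromosome 1, 27698287 to 28045878), which averaged 284 ± 39.6 (SD, n = 8) and had 211 in YO-F2. The next highest mean among the 173 genes belonged to ENSBGRG00000000144, at 188 ± 15.0 (SD, n = 8). These genes were chosen after their values were seen.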

In essence, a minority of investigated genes were up-regulated (FPKM > 1000), with the maximum FPKM value reaching 8906.

### 3.4. Differentially Expressed Gene Identification

The three groups (YO-A, YO-F, and YO-P) were segregated into three comparative groups: YO-FvsA, YO-FvsP, and YO-PvsA. According to difference multiple | logfc | ≥ 1 and *p* < 0.05 as the standard, the screened genes were differentially expressed. This study screened 294, 410, and 273 differentially expressed genes (DEGs) across all comparative groups (Figure 4d). 

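By the paper's standard, applied to limma's unadjusted p and log2 fold change, 2 of the 130 genes were differentially expressed in YO-FvsA, 3 in YO-FvsP and 3 in YO-PvsA. The YO-FvsA genes were 1 up-regulated and 1 down-regulated gene, the 3 YO-FvsP genes were down-regulated and the 3 YO-PvsA genes were up-regulated. Without a minimum fold change, 12, 12 and 4 genes had an unadjusted p under 0.05. No gene had a Benjamini-Hochberg adjusted p under 0.05 in any comparison, and the smallest adjusted p was 0.0509 in YO-FvsA, 0.123 in YO-FvsP and 0.874 in YO-PvsA. Including YO-F2 moved the YO-FvsA count most, to 5 genes, all down-regulated, of which 1 was among the 2 found without it. The YO-FvsP count with YO-F2 was 5 and the YO-PvsA count was 3. Without anestrus replicate 3, the YO-FvsA count was 4 and the YO-PvsA count was 1. Of the genes that the paper lists in Supplementary Tables S3, S4 and S5, 2, 2 and 3 are among the 173 genes, and 2, 2 and 2 of those met the standard here. From its DEGs, the paper goes on to reason about the functions and pathways in which the 3 stages differ.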

DEGs included 161 up-regulated genes/133 down-regulated genes within YO-FvsA (Supplementary Table S3), 208 up-regulated genes/202 down-regulated genes within YO-FvsP (Supplementary Table S4), together with 125 up-regulated genes/148 down-regulated genes within the YO-PvsA group (Supplementary Table S5), respectively. 

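Except for CD84 and CD96, the genes given next were taken from Supplementary Tables S3 to S5 after their values were seen. In YO-FvsA, ENSBGRG00000000153 (chromosome 1, 38262094 to 38262486) had an FPKM of 0.0740 ± 0.0417 (SD, n = 2) in estrus and 2.36 ± 0.699 (SD, n = 3) in anestrus. It fell by 3.80 on the log2 scale (standard error 0.69, adjusted p = 0.0509 from limma). Its estrus values stand for at most 0.968 and 2.03 fragments, if every valid read counts as a fragment and the whole gene as exon, so the size of this change depends on the pseudocount. It fell by 1.62 with a pseudocount of 1 and by 4.86 with a pseudocount of 0.01. YO-F2 had 0.580, and with it the gene fell by 3.13. EPHA3 (ENSBGRG00000000197, chromosome 1, 39875237 to 40333962) had 0.478 ± 0.164 (SD, n = 2) in estrus and 0.140 ± 0.0809 (SD, n = 3) in anestrus, a log2 fold change of 1.30 (standard error 0.57, adjusted p = 0.521 from limma). It passed the standard, but with YO-F2 the log2 fold change was 0.85 and it no longer passed. It also did not pass when any 1 of the anestrus or pregnancy libraries was left out, with a log2 fold change of 0.99 without anestrus replicate 1. In YO-FvsP, ENSBGRG00000000121 (chromosome 1, 35817746 to 35833047) was listed at 0 in all 3 estrus libraries and at 1.14 to 1.95 in pregnancy (adjusted p = 0.123 from limma). It passed the standard. CD96 (ENSBGRG00000000198, chromosome 1, 60852787 to 60961654) had 0.607 ± 0.115 (SD, n = 2) in estrus and 1.84 ± 0.769 (SD, n = 3) in pregnancy, and fell by 1.39 (standard error 0.44, adjusted p = 0.255 from limma). YO-F2 had 1.91, and with it CD96 fell by 0.89 and did not pass the standard. In YO-PvsA, CD84 (ENSBGRG00000000252, chromosome 3, 8325462 to 8379941) had 4.36 ± 1.79 (SD, n = 3) in pregnancy and 1.75 ± 0.952 (SD, n = 3) in anestrus, a log2 fold change of 1.35 (standard error 0.46, adjusted p = 0.874 from limma). Every pregnancy library was above every anestrus library (exact permutation p = 0.1). Without anestrus replicate 3 the log2 fold change of CD84 was 0.87, and without pregnancy replicate 1 it was 1.04, and in neither fit did the gene pass the standard. ENSBGRG00000000226, near it on chromosome 3 (8267785 to 8289379), rose by 1.25 and passed the standard, but the libraries of the stages overlapped (exact permutation p = 0.2). Without pregnancy replicate 1 it rose by 0.78, without anestrus replicate 3 by 0.96 and without anestrus replicate 1 by 1.16, and it did not pass in these fits. CHODL (ENSBGRG00000000043, chromosome 1, 18845347 to 18869739) had 4.39 ± 0.573 (SD, n = 3) in pregnancy and 11.5 ± 7.28 (SD, n = 3) in anestrus and fell by 1.13. It did not pass the standard, and the stages overlapped (exact permutation p = 0.3). Without anestrus replicate 2 CHODL fell by 1.73 and passed, and without anestrus replicate 3 it fell by 0.66 and did not.

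**Figure D2:**
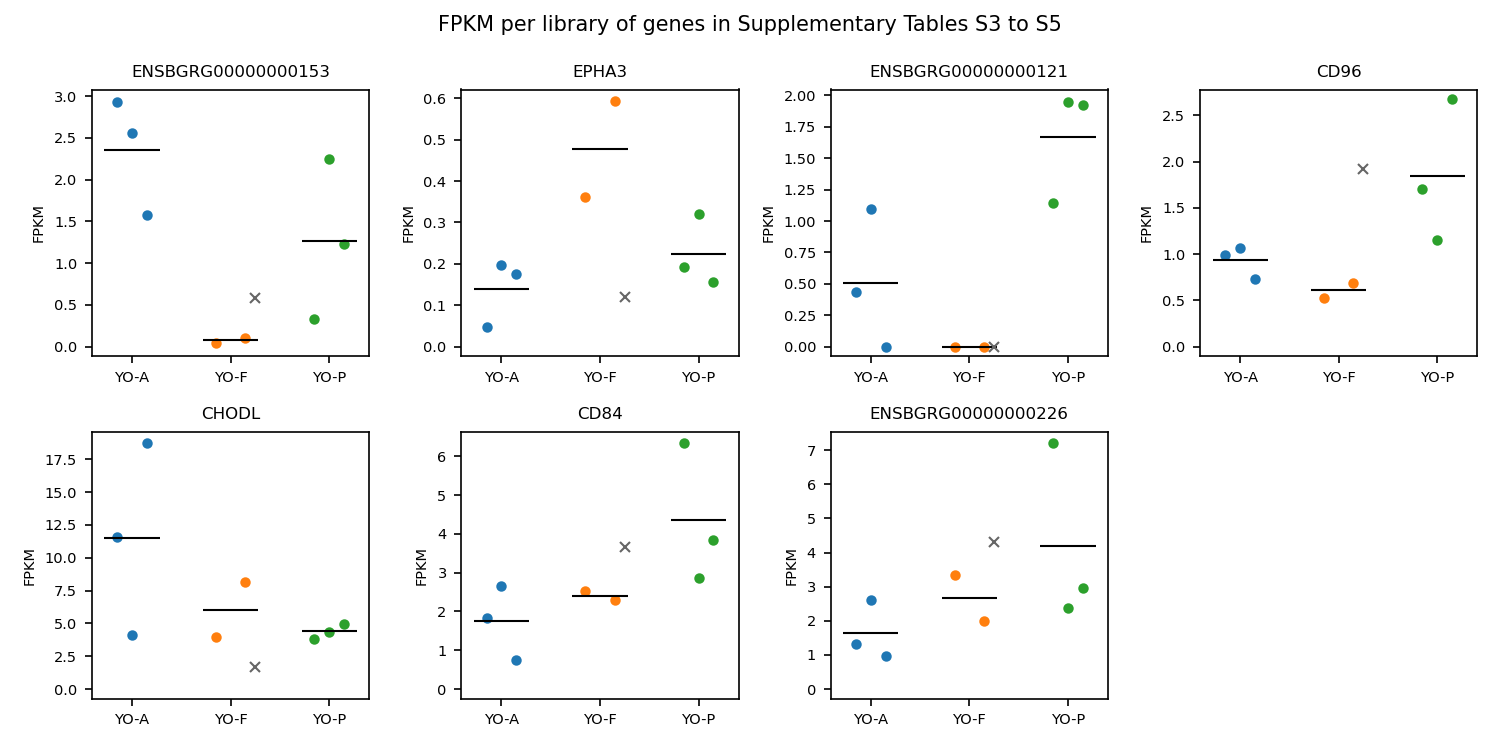
FPKM in each library of the genes of Supplementary Tables S3 to S5 that are among the 173 genes, by stage, on linear axes. Points are the 8 libraries, horizontal bars the mean of each stage without YO-F2, and crosses YO-F2. For CHODL, the 3 anestrus libraries lie at 11.6, 4.15 and 18.7.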

The study selected the top-ranking 100 DEGs for cluster analysis and displayed genomic expression profiles within differing samples through heat maps (Figure 4e).

### 3.5. Gene Ontology Analysis of Differentially Expressed Genes

There are three ontologies in GO (Gene Ontology) describing genomic molecular roles, any cellular constituents, and physiological activities involved. This study conducted GO analysis on DEGs (*p* < 0.05), across all three comparison groups, with specific results shown in the Supplementary Table S6.

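Supplementary Tables S6 and S7 name 8 pairs of a gene and a comparison that are among the 173 genes but not in the DEG tables of that comparison, and 5 pairs that are in them. The values of the 8 pairs had been seen when they were chosen. In YO-FvsA, PINK1 (ENSBGRG00000000185, chromosome 2, 4785163 to 4907008) had an FPKM of 21.3 ± 3.67 (SD, n = 2) in estrus and 13.2 ± 0.416 (SD, n = 3) in anestrus. Its log2 fold change was 0.67 (standard error 0.15, adjusted p = 0.127 from limma). Both estrus libraries lay above the 3 anestrus libraries (exact permutation p = 0.1), and with YO-F2 the log2 fold change was 0.59. It was 0.50 without estrus replicate 1 and 0.85 without estrus replicate 3, each leaving 1 estrus library and no test. ADAMTS1 had a log2 fold change of 0.82 (standard error 0.34, adjusted p = 0.521 from limma), but this turned to -0.51 with YO-F2. The libraries of the stages overlapped (exact permutation p = 0.3). Without anestrus replicate 1 the log2 fold change was 0.62, and without anestrus replicate 2 it was 1.01 and passed the standard. Without estrus replicate 1 it was 0.33 and without estrus replicate 3 it was 1.30, again with no test. PCOLCE2 fell by 0.85 (adjusted p = 0.502 from limma) and by 0.76 with YO-F2. It fell by 0.53 without anestrus replicate 1, and without anestrus replicate 3 it fell by 1.06 and passed the standard. It fell by 0.45 without estrus replicate 1 and by 1.24 without estrus replicate 3, again with no test. Across the 8 pairs, the log2 ratio of the mean FPKM values was 0.658 to 0.985 in absolute size, and 4 of the pairs had a limma p under 0.05.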

Regarding molecular function category, DEGs within the YO-FvsA group were significantly enriched in binding, calcium ion binding, and cargo receptor activity (Figure 5a). DEGs in the YO-FvsP group were significantly enriched in signaling receptor binding, receptor–ligand activity, calcium ion binding, and G protein-coupled receptor binding (Figure 5b). DEGs within the YO-PvsA group were highly enriched for signaling receptor binding, catalytic function, together with protein–lipid complex binding (Figure 5c). Regarding the cellular components category, the DEGs of all three groups were mainly enriched in the plasma membrane, cytoplasm, cell surface, and cilium. Regarding the biological process category, the DEGs of the three groups were all significantly related to cell-based growth processes, modulating developmental processes, cellular population proliferation, and differentiation, and metabolic processes. In addition, this study revealed that each comparison group enriched to unique processes, such as the DEGs in the YO-FvsP group, that were significantly enriched in enzyme-linked receptor/protein signaling pathway and enhancing steroid metabolic processes, while DEGs in the YO-PvsA group were significantly enriched in reproductive process and reproduction.

### 3.6. KEGG Pathway Analysis of Differentially Expressed Genes

Consequently, KEGG (Kyoto Encyclopedia of Genes and Genomes) analysis on DEGs for all three comparison groups was conducted in Supplementary Table S7. Regarding the YO-FvsA group, 163 genes were highly enriched for 28 pathways (*p* < 0.05), which were mainly related to ECM–receptor interaction, PI3K-Akt signaling pathway, parathyroid hormone generation, discharge, and activity (Figure 5d). 

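Of the 13 genes that Supplementary Table S7 lists for the PI3K-Akt signaling pathway in YO-FvsA, 1 is among the 173 genes. IFNAR1 (ENSBGRG00000000133, chromosome 1, 36937136 to 36967325) had an FPKM of 9.22 ± 3.08 (SD, n = 2) in estrus and 17.2 ± 7.01 (SD, n = 3) in anestrus. It fell by 0.85 on the log2 scale (standard error 0.33, adjusted p = 0.502 from limma), and the libraries of the 2 stages overlapped (exact permutation p = 0.3). It did not pass the standard, since its change was short of the minimum of 1. With YO-F2, which had 5.78, it fell by 1.06 and passed, as it did without anestrus replicate 3, where it fell by 1.15. Without anestrus replicate 2 it fell by 0.55.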

A total of 237 genes were highly enriched within 21 pathways, such as ECM–receptor interaction, ovarian steroidogenesis, PPAR, and Wnt signaling pathways, within the YO-FvsP group (Figure 5e). Regarding the YO-PvsA group, 168 genes were highly related to 38 pathways, such as the Wnt signaling pathway, aldosterone synthesis and secretion, cAMP signaling pathway, steroid biosynthesis, PPAR signaling pathway, ECM–receptor interaction, IL-17 signaling pathway, among others (Figure 5f).

### 3.7. RT-qPCR Validation

In order to validate RNA-seq results, *SULT1C3*, *HSPA6*, *ADGRB3*, *ECM1*, *ITGAD*, *STAR*, and *IRF4* were selected for RT-qPCR analyses. According to the results of such evaluations, the expression profile in such DEGs varied in at least one of the three control groups. *HSPA6* and *ECM1* were differentially expressed in all groups; *ITGAD* was up-regulated at anestrus; *STAR* was up-regulated at pregnancy. As shown in Figure 6, the expression profiles for such DEGs conformed to the RNA-seq results.

### 3.8. Alternative Splicing Analysis

Alternative splicing (AS) describes the events in which RNA exons, produced mainly by the transcription of genes or mRNA precursors, are reconnected post-RNA splicing, in multiple manners [18]—it is common in eukaryotic genes. This study employed ASprofile software to perform the qualitative analysis and statistics for alternative splicing events, within individual samples, on a genetic model predicted by Stringtie (transcript.gtf). The study analyzed alternative splicing events, according to the annotation data for yak gene structure. A total of seven main types of alternative splicing events were detected as follows: Exon skipping (SKIP) and cassette exons (MSKIP), retention of single (IR) and multiple (MIR) introns, alternative exon ends (AE), alternative transcription start site (TSS), and alternative transcription termination site (TTS). The remaining five types of fuzzy-boundary alternative splicing were as follows: approximate SKIP (XSKIP), approximate MSKIP (XMKIP), approximate IR (XIR), approximate MIR (XMIR), and approximate AE (XAE), are shown in Figure 7. TSS and TTS types accounted for approximately 40%, respectively.

## 4. Discussion

In recent years, due to the advantages of low cost and rapid transcriptome sequencing technology, researchers used RNA-seq technology to study the differential expression of mRNAs [19,20]. The reproduction process in mammals has received considerable attention. In order to explore in great detail the reproductive mechanism in yaks, this study compared the number of follicles within ovaries during anestrus, estrus, and pregnancy through histological methods, together with analysis and identifying the entire mRNA sequences expressed in yak ovaries during differing reproductive stages through transcriptome sequencing technology, and found considerable volumes of useful information regarding yak reproduction physiology.

The ovary is a dynamic organ whose size and activity are constantly changing throughout life [21]. During ovulation, ovarian volumes increase slightly. Our results indicate that the ovaries are at their largest size during pregnancy, which may be related to the increase in female hormones during pregnancy. The most important activity within the ovary is follicular development. In recent years, more attention has been paid to the transition between different stages of follicular development, maturation, atresia or cell differentiation, and the regulation of ovulation processes. Prior to sexual maturity, most primordial follicles can only develop to the stage of antral follicles, and atresia will eventually occur. Following sexual maturity, a few follicles are rescued by gonadotropins and continue to grow. During the estrus season, post-follicle selection and domination, one or several follicles mature and ovulate, with >99% of all other follicles that enter the growth group being atresic. During pregnancy, a period of non-ovulatory follicular presence persists on the ovary, though this follicular population density is severely reduced in comparison to the non-pregnant state, with the existing follicular variations being similar to those in the pre-estrus period. The follicular pool within yak ovaries is much smaller than for other cattle species (such as cattle and dairy cows), and the follicular atresia rate is relatively high. Similarly, in our tissue section results, we found that there are increased numbers of follicles at all levels within ovarian tissue during estrus, while the number of follicles within ovarian tissue during anestrus and pregnancy is significantly reduced, with more atretic follicles.

Follicle development is complex, involving the transmission of autocrine and paracrine signals in the ovary, as well as the exchange of endocrine signals between the ovary and pituitary gland. Studies have shown that activation and development of preantral follicles do not depend on gonadotropins, though are mainly regulated by ovarian factors [22]. With continuous follicular growth, the later stage of development is mainly regulated by endocrine mechanisms, especially gonadotropins FSH and LH [23,24]. Our present study found that DEGs are related to follicular development and hormone metabolism. Genes related to degeneration of atretic follicles [25] were found across all three comparison groups, including *COL1A2*, *COL2A1*, *COL4A6*. Genes such as *NR4A1* and *THBS2* were linked to luteal lysis and apoptosis [26,27] and were found in the comparison groups of anestrus and estrus. Many genes related to reproduction were also found in the comparison group between estrus and pregnancy, such as *NPR1*, related to oocyte meiosis recovery [28] and ovulation [29]; *PTGS2*, involved in luteal formation [30]; *SCARB1* and *STAR*, maintaining steroid synthesis [31,32,33,34]; *BMP6* and *BMP15*, regulating hormone secretion [35], granulosa cell differentiation and follicular development [36,37]. Genes such as *WNT2B*, *WNT2*, *WNT11* related to embryonic development [38,39] and maintenance of maternal pregnancy [40,41] were found in the comparison groups for pregnancy and anestrus.

Therefore, we performed a comparative analysis of the three groups and performed an enrichment analysis of the differential DEGs identified between any two groups. GO/KEGG evaluations highlighted that many DEGs are implicated within follicle growth/ovary-based steroid generation. According to the GO analysis results of the three comparison groups, “binding” accounts for the largest proportion within the molecular function category, which has been reported and confirmed previously [42], indicating that this role could have pivotal parts within typical yak ovarian physiology. Metal ion metabolism has pivotal parts within follicular growth. Case in point, Ca^2+^ exerts pivotal positions for modulating oocyte meiotic development, together with initial embryonic progression [43]. In our results, it was confirmed that ion, metal ion, and calcium ion binding are essential molecular activities occurring throughout follicle growth. DEGs become significantly enriched within biological processes such as multicellular whole organisms, cellular development, and regulation of developmental processes. This study speculates such processes to possibly be implicated within ovarian granulosa cell proliferation and the growth and development of follicles. Cell composition results show that cytoplasm, extracellular matrix/organelles are predominant cell-based constituents for follicular growth.

We found an interesting result through KEGG analysis, that the DEGs for all three comparison groups were significantly enriched in the ECM–receptor interaction pathway. The extracellular matrix regulates cell proliferation, differentiation, and survival by interacting with its surface receptors (ECM receptors), thereby affecting oocyte maturation and follicular growth. Chu et al. [44] found that ECM receptor interaction plays an important role in maintaining normal folliculogenesis and estrus, by comparing sows in diestrus and estrus. Studies have reported that ECM regulates cumulus development [45], granulosa cell growth and adhesion [46], and steroid hormone synthesis [47]. Steroid hormones, including cortisol, aldosterone, and estradiol are synthesized by cholesterol within specialized endocrine ovarian cells and systemically discharged when required [48]. The expression of steroid sex hormones affects a series of primary and secondary sexual characteristics for follicles and regulates the process of oogenesis, follicle generation, ovulation, and pregnancy [49,50]. Wnt signaling also modulates multiple ovarian activities, such as follicle growth, granulosa cell (GC) proliferative and differentiating properties, steroid production, and ovulating function [51]. DEGs in the two comparison groups of pregnancy and estrus/pregnancy and anestrus were significantly enriched in steroid biosynthesis, aldosterone synthesis/secretion, and the Wnt signaling pathway, indicating that these three pathways are involved in ovarian follicle growth, ovulation, pregnancy, and other physiological activities. Closely resembling the results from this investigation, Chen et al. [52] compared dysregulated mRNA expression profiles of high-fertility and low-fertility sheep ovaries and found that several such genes are implicated within steroid biosynthesis, TGFβ, Wnt, Notch signaling pathway.

In addition, many studies have shown that activation of the renin-angiotensin-aldosterone system (RAAS) is necessary for maternal adaptation during pregnancy [53,54]. The PI3K/Akt signaling pathway is pivotal for animal germ cell development, with an emerging body of evidence found within animal reproduction. We found a significantly enriched PI3K-Akt signaling pathway within the comparison group concerning estrus and anestrus. Recent emerging study outcomes confirmed that the PI3K/Akt signaling pathway and selected downstream effector molecular dysregulations occurred during follicle formation, growth, ovulation, and luteinization [55,56]. This suggested that PI3K/Akt signaling pathway has pivotal parts within ovarian follicular growth. There are a large number of atresia follicles on the ovary during the anestrus period, and granulosa cell apoptosis has pivotal parts in follicular atresia. During estrus, PI3K stimulation can promote Akt phosphorylation and promote follicular survival/growth. Follicular recruitment is regulated by granulosa cell proliferation, Notch, and PI3K/Akt pathway interaction [57]. Therefore, we speculate that the PI3K/Akt signaling pathway can regulate follicular atresia, recruitment, and growth in ovaries.

Alternative splicing (AS) is recognized as an essential method for regulating genomic expression, indirectly orchestrating physiological activities in higher organisms. TSS is the predominant AS event, followed by TTS and SKIP. Ovarian activity represents non-simplistic physiological processes involving transcriptional regulation for considerable numbers of genes [58]. Studies have shown that AS luteinizing hormone receptors within sheep ovaries during estrus are expressed in differing cellular development stages [59]. AS variants of FSHR could be involved in follicular dynamics during the follicular wave of the estrous cycle in sheep [60]. Qiu et al. [61] found that the vascular endothelial growth factor-A (VEGFA) protein family regulates the progression of follicles and luteinization in mammalian ovaries through alternative splicing. Multiple genes implicated within gonad growth/hormonal metabolic processes have AS, suggesting that AS has pivotal parts within ovarian functional gene expression modulation [62,63].

## 5. Conclusions

Our present study compared the number of ovarian follicles during anestrus, estrus, and pregnancy through histological methods, and found that ovaries during differing reproductive periods had specific variations in tissue morphology. A total of 18,439, 17,758, and 18,260 transcripts were obtained in YO-A, YO-F, and YO-P through RNA-seq technology, and screened 294, 273, and 410 DEGs across three comparative groups YO-FvsA, YO-FvsP, and YO-PvsA, respectively. Our research found that DEGs are associated with follicle growth/hormonal metabolic processes. GO/KEGG evaluations revealed such DEGs to be implicated in follicle growth and ovary-based steroid generation, including ion binding, multi-cellular whole-organism-level processes, cell-level developmental processes, together with modulating developmental processes. In addition, they were enriched in ECM–receptor interactions, steroid/aldosterone generation and discharge, and Wnt signaling/PI3K-Akt signaling pathways. Consequently, by analyzing the transcriptome of yak ovary in anestrus, estrus, and pregnancy stages, this paper explores the functions of specific mRNA in the ovary at different stages in the reproductive physiology, such as hormone discharge and follicular growth, to lay the foundation for improving the reproductive performance of yak.

## Figures and Tables

**Figure 1:**
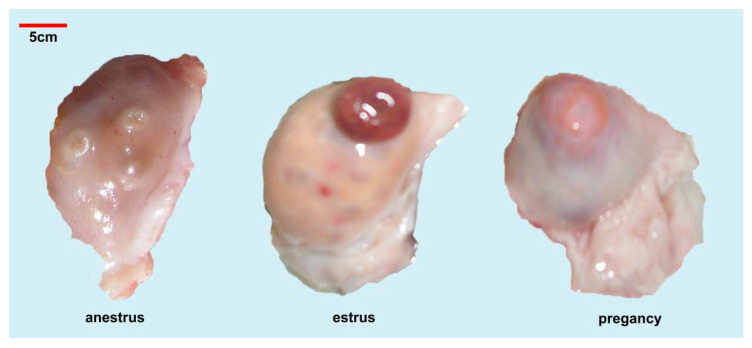
The ovarian morphology of yak in different states.

**Figure 2:**
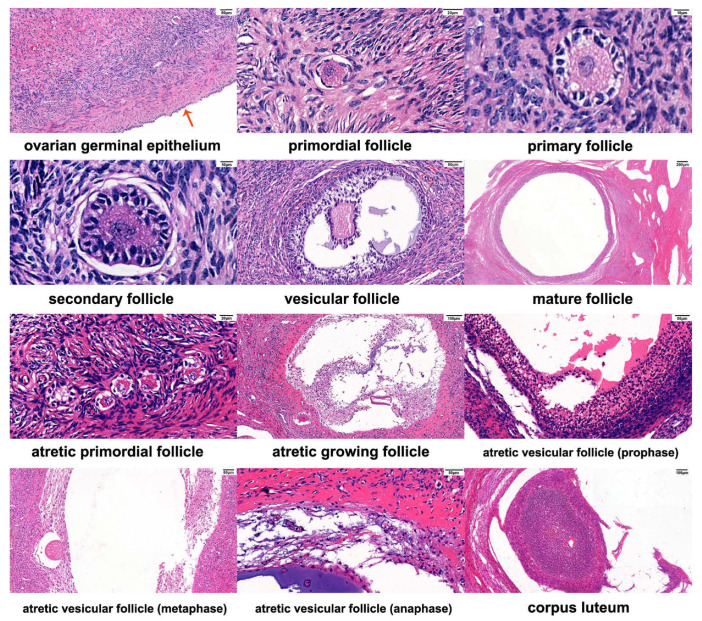
Diagram of the internal follicular structure within yak ovary.

**Figure 3:**
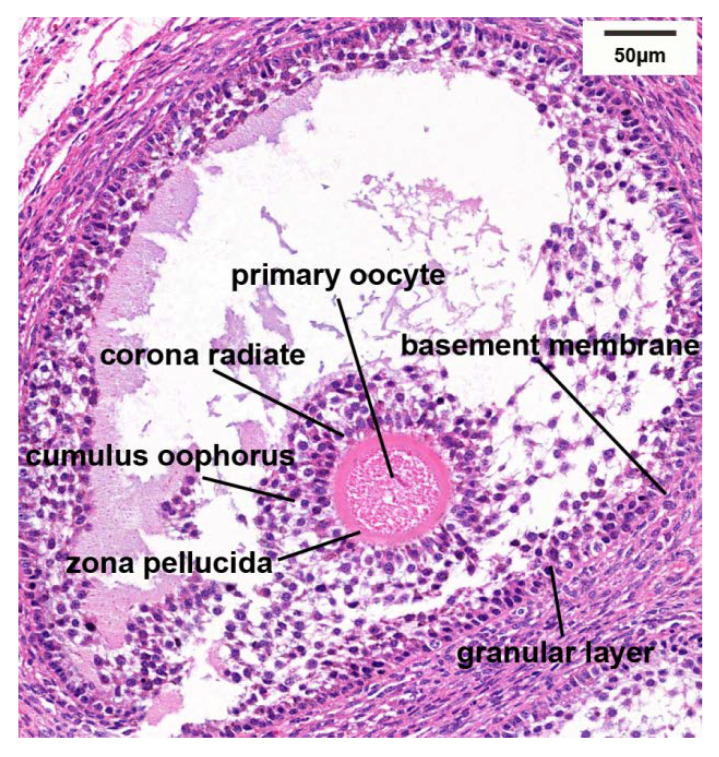
Microanatomic structure of immature Graafian follicle in yak ovary.

**Figure 4:**
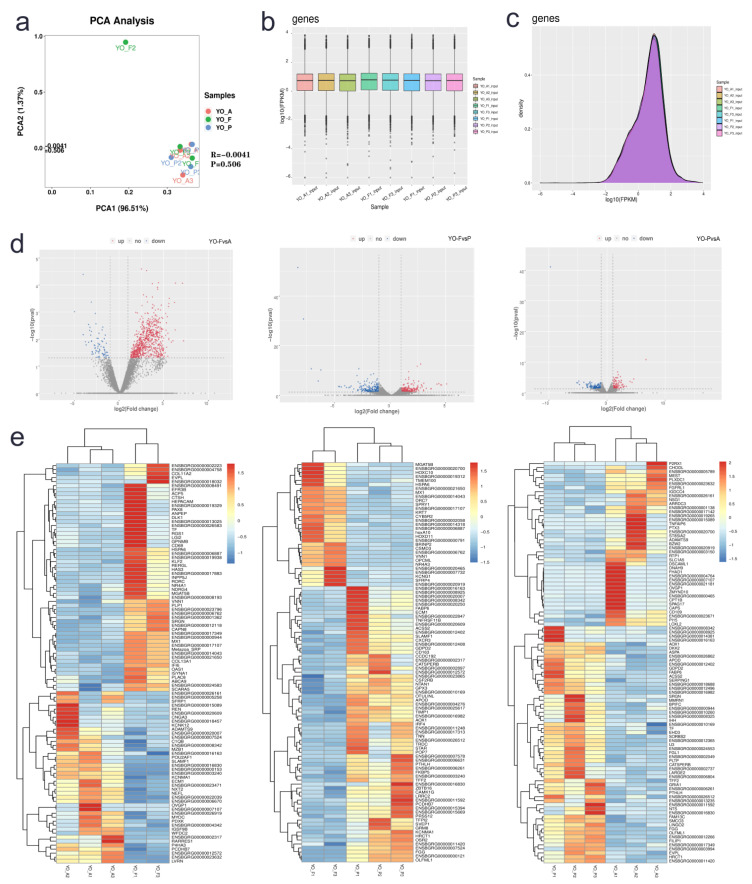
RNA-seq/DEG identification results for yak ovary. (**a**) PCA results of nine yak ovary samples. (**b**) Box plot graph for individual sample genomic expression. (**c**) Density graph for individual sample genomic expression. (**d**) DEG volcano map across three control groups; YO-FvsA, YO-FvsP, and YO-PvsA. (**e**) Cluster analyses results for top-ranking 100 DEGs within YO-FvsA, YO-FvsP, and YO-PvsA groups. In order to intuitively reflect the cluster expression pattern in an enhanced manner, log10 (FPKM + 1) was employed for genomic expression visualization on non-biological repetitions, while for biological repetitions, the differential gene FPKM was employed to display gene expression through Z-values (Zsamplei = (log2(Signal samplei)-Mean (log2(Signal) of all samples)/(Standard deviation (log2(Signal) of all samples)).

**Figure 5:**
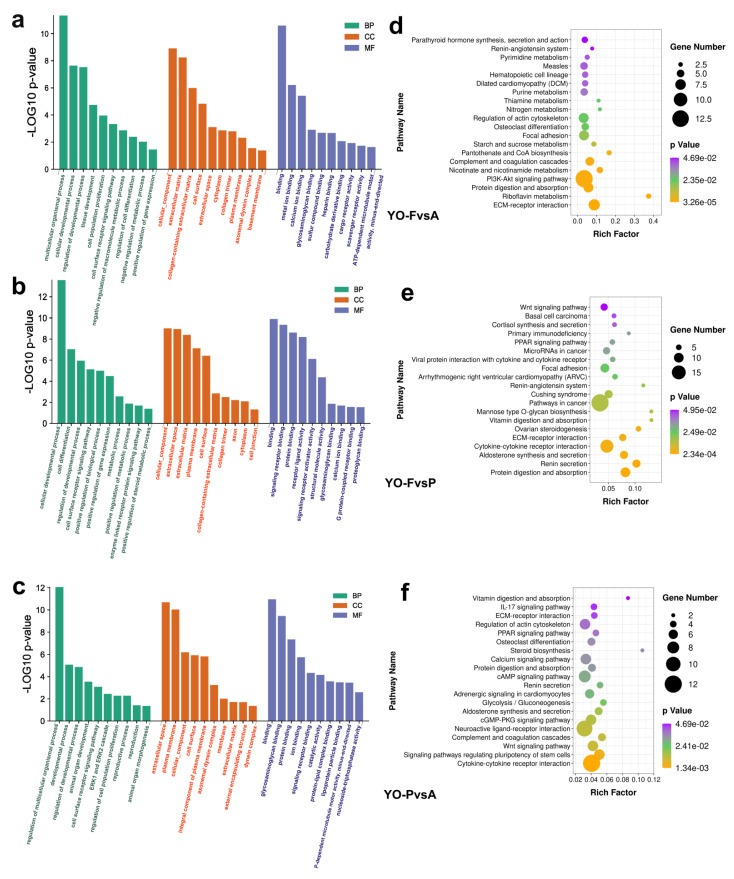
GO/KEGG analyses for DEGs across YO-FvsA, YO-FvsP and YO-PvsA groups. (**a**) GO analyses for DEGs within YO-FvsA groups. (**b**) GO analyses for DEGs within YO-FvsP groups. (**c**) GO analyses for DEGs within YO-PvsA groups. (**d**) KEGG analyses for DEGs within YO-FvsA groups. (**e**) KEGG analyses for DEGs within YO-FvsP groups. (**f**) KEGG analyses for DEGs within YO-PvsA groups.

**Figure 6:**
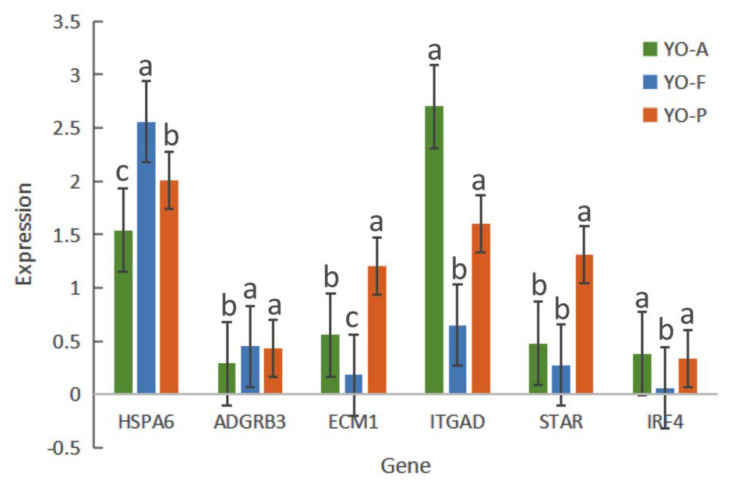
RT-qPCR results for *SULT1C3*, *HSPA6*, *ADGRB3*, *ECM1*, *ITGAD*, *STAR*, and *IRF4* within YO-A, YO-F, and YO-P groups. Different letters between the two groups represent significant differences between the two groups.

**Figure 7:**
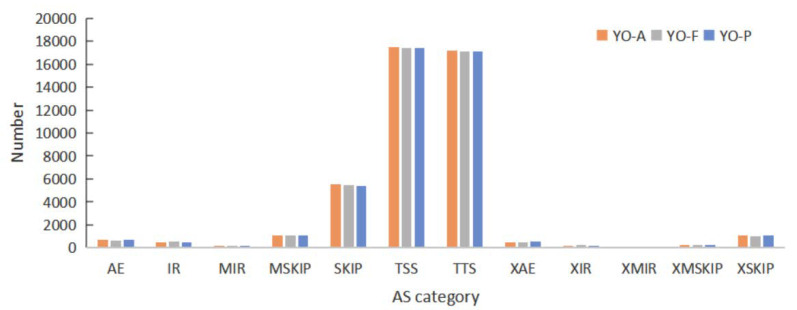
The number of differing AS events within YO-A, YO-F, and YO-P groups.

**Table 1:** Statistics of ovarian size and number of follicles during differing periods.

Period	Size	Corpus Luteum or Corpus Rubrum	Number of Differing Follicles		
			2–3 mm	4–5 mm	>5 mm
Anestrus	22.5 mm	none	9	1.5	1
Estrus	23.5 mm	corpus rubrum/corpus luteum	5	2	1
Pregnancy	24.7 mm	corpus luteum	4.7	3.5	0.7

## Data Availability

Raw reads of transcriptome sequencing of ruminal epithelium are available at GEO. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE180401.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/biology10121229/s1, Supplementary Table S1: The primer design template of target gene in qPCR experiment, Supplementary Table S2: The statistics results of sequencing data in YO-A, YO-F, and YO-P samples, Supplementary Table S3: The differentially expressed genes were screened in YO-FvsA groups, Supplementary Table S4: The differentially expressed genes were screened in YO-FvsP groups, Supplementary Table S5: The differentially expressed genes were screened in YO-PvsA groups, Supplementary Table S6: The Go analysis of the DEGs in YO-FvsA, YO-FvsP, and YO-PvsA groups, Supplementary Table S7: The KEGG analysis of the DEGs in YO-FvsA, YO-FvsP, and YO-PvsA groups.

How the deposited data were processed for this re-analysis (not part of the article)

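Ovarian RNA of yaks aged 6 years was sequenced in 9 input libraries, 3 per stage, taken in April (anestrus), August (estrus) and December (pregnancy). The deposit also holds, for the same stages, lists of m6A peaks from an immunoprecipitation of methylated RNA against the input, and tables in which the authors compared the peaks of pairs of stages. The paper does not report on these. Each stage was collected in 1 month, so stage and date of collection cannot be separated, and neither the paper's text nor the sample labels name a sequencing batch.

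The authors filtered reads with fastp (the results text also names Trimmomatic), aligned them with HISAT2 to the Bos grunniens genome, and quantified genes with StringTie as FPKM, with no further scaling stated. As deposited by the authors, the peak lists give the fold enrichment of the immunoprecipitation over the input as a ratio from their peak caller, and, per the file headers, score columns with the log10 of the p-value and of the FDR, 1 list per stage, so the replicates of a stage cannot be separated. In the comparison tables, the authors deposited the log2 fold change of methylation between 2 stages, its p-value and a score with the log10 of the FDR, made by their peak comparison. The paper's text does not name the peak caller. Only the first part of each file was analysed here. The expression table covered 173 genes, after 1 line without values was left out. The peak lists covered 9 peaks in anestrus, 18 in estrus and 282 in pregnancy, in order of position, and the part that all 3 lists have in common is the plus strand of chromosome 1 up to position 22449705, where the anestrus list analysed here ends. Gene symbols came from the expression table, and 65 genes without a symbol are given by their identifier. Of 106 symbols, 95 were also found in the RefSeq table supplied as reference, from which no coordinates were taken. Of the 20 genes that the paper's text names as differentially expressed or used for RT-qPCR, 0 are among the 173 genes.

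Supplementary Table S2 gives 50020328 to 55325926 valid reads per library. Since FPKM holds no counts, no counting error was computed. Of 1557 values, 344 were 0, and 23 values above 0 stand for less than 1 fragment even if every valid read counts as a fragment and the whole span of the gene as exon. No 2 libraries were identical.

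Expression was analysed as log2(FPKM + 0.1) for genes with a mean FPKM of at least 0.1 over the 9 libraries. Stages were compared with limma 3.58.1 in R 4.3.3 (linear model, empirical Bayes moderation with a trend on mean expression), with all 3 stages in one fit of the 8 libraries the paper used. The paper's own test works on counts, which the table does not hold. A gene was called by the paper's standard, an absolute log2 fold change of at least 1 and an unadjusted p under 0.05, and separately by a Benjamini-Hochberg adjusted p under 0.05. Exact two-sided permutation tests were run on the log2 values of single genes. The YO-F2 library was described by principal components, centred per gene, and by Pearson correlations across the same 130 genes. Descriptive values and figures used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The random seed was 11.

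The fit was tested on simulated data, with the mean and spread of each gene taken from the 8 real libraries. There were 50 simulated sets of 130 genes, and in each set 26 genes were changed by 3 on the log2 scale in estrus. By the paper's standard, 95.1% of the changed genes and 1.92% of the unchanged genes were called. After adjustment, 89.8% of the changed genes were found. No change smaller than 3 was simulated, so these shares do not apply to genes that changed less. Unchanged genes were called too, so the 2 to 3 genes called per comparison in the real data can include such calls.

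The groups, the comparisons of the stages with their tests, and the alternatives to them were set before the data were examined. The tests of explanations in the closing section were chosen later, except the test of gene span and the marker list tests. The alternatives were pseudocounts of 1 and 0.01, no minimum and a minimum mean FPKM of 1, YO-F2 included, median-ratio scaling, quantile normalization, a fit of only the 2 stages compared, moderation without the trend, the replicate number as a block, the log2 ratio of mean FPKM values as fold change, and each library left out in turn. The correlations of YO-F2 were also computed over all 173 genes, an alternative chosen after seeing the data. The rule for genes to be named, set at the same time, took every gene the paper's text names, genes that Supplementary Table S7 lists for pathways named in the text, the peaks with the 3 largest fold enrichments of each list, and, for each comparison, up to 3 genes with a symbol in each direction that passed the paper's standard with a mean FPKM of at least 1 and no overlap between the stages. Other genes were chosen after their values were seen, and the text says so.

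The tests of 6 marker lists (ciliated epithelium, granulosa cell, immediate-early response, interferon response, luteal steroidogenesis and oocyte) could not be run, since 0 of their 113 genes are among the 173 genes. The overlap of peaks between stages was not computed, because the lists analysed here are incomplete. Histology, RT-qPCR and splicing have no values in these files and were left out.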

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

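The test of gene span and the marker list tests were set before the result was seen, and the latter could not be run. All other tests in this part were chosen only after the result was seen.

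The paper did not analyse YO-F2 beyond its PCA, and in this library 33 of the 173 genes lay more than 1 log2 unit outside the range of the other 8 libraries, against 0 to 3 genes for each other library. Several technical explanations were tested. A difference in depth does not account for YO-F2, since its 51249102 valid reads lie within the 50020328 to 55325926 of the other libraries, and its GC content of 48.93% lies within their 47.69% to 49.04%. A wrong scaling factor would move genes in 1 direction, but 19 genes were below the others and 14 above. Admixture of another tissue as the smaller share of the RNA would dilute an ovarian gene by less than a factor of 2. Among the 91 genes with an FPKM of at least 1 in all other libraries, however, 19 fell below 50% of the lowest other library, and the same count was 0 to 1 for each other library.

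The deviation of YO-F2 had a weak relation with the span of the gene across 105 genes with a mean FPKM of at least 1 (Spearman's rho = -0.207, permutation p = 0.0327 from 10000 permutations, genes not being independent replicates). The linear trend held 1.67% of the variance. Of 37 genes more than 1 log2 unit from the median of the others, 34 stayed so after it was removed. Counting genes that came to lie that far only after the removal, there were 40. Gene span therefore is not the whole cause, and a small part from it stays open.

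A biological difference between ovaries, a mislabelled sample and a sample taken mostly from another tissue stay open. The planned test of ovarian identity was void, because 0 of the 52 genes of the granulosa cell, luteal steroidogenesis and oocyte lists are among the 173 genes. A candidate explanation is ciliated epithelium in the sample, since KIF17 and ENSBGRG00000000124 (annotated as a cilia and flagella associated protein) were among the genes above the others, but 0 of the 20 genes of the ciliated epithelium list are in the table, so this cannot be told apart from the other explanations. Of the 5 genes with a cilium, flagellum or axoneme term in the annotation, KIF17, ENSBGRG00000000124 and SOD1 (135 against 73.4 to 106) were above the range of the others, VANGL2 (6.21 against 3.97 to 7.53) was within it and APP (211 against 213 to 344.6) was below it.

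The m6A peak lists are not reported in the paper. On the plus strand of chromosome 1 up to position 22449705, which all 3 lists cover, the authors' lists hold 9 peaks in anestrus, 5 in estrus and 6 in pregnancy. These are peaks of immunoprecipitated over input RNA without replicates that could be separated, so the difference between the stages was not tested. Each list covers a whole stage. It is not stated whether YO-F2 is part of the estrus list and of the authors' comparisons with estrus. In YO-F2, the FPKM was 0.135 for VGLL3 and 1.66 for CHODL, below the lowest of the other libraries (2.18 and 3.83). The lists reach up to a log10 p of -1.36 and a log10 false discovery rate of -0.60, so they include peaks with weak evidence. VGLL3, USP25 and ENSBGRG00000000034 had peaks in every stage. Those of ENSBGRG00000000034 had a log10 false discovery rate of -2.79 in anestrus, -0.94 in estrus and -1.07 in pregnancy. Its mean FPKM was 0.0434 over the 9 libraries. The pregnancy peaks of LIPI (-1.07) and ENSBGRG00000000024 (-0.60) and the 5′ UTR peak of VGLL3 in anestrus (-1.18) also had weak evidence. In VGLL3, the fold enrichment was 6.13 to 20.8 in anestrus, 13.8 in estrus and 4.15 to 17.8 in pregnancy. RBM11 had a peak in its 3′ UTR in anestrus (fold enrichment 3.48) and estrus (3.51) and none listed there in pregnancy. A pregnancy peak listed under LIPI (14212338 to 14212548, fold enrichment 4.86) begins at the first position of RBM11. It is among the peaks of the plus strand and lies within RBM11, a gene of that strand (14212338 to 14234545). LIPI is on the minus strand and ends at 14212482, before the end of the peak, which argues against LIPI as its gene. The 3 peaks with the largest fold enrichment were 20.8 and 8.91 in VGLL3 and 8.42 in ENSBGRG00000000034 for anestrus. They were 108 in GABPA (27551366 to 27568039), 13.8 in VGLL3 and 12.0 in ENSBGRG00000000131 for estrus, and 30.2 in SHOX2 (119125539 to 119125867), 29.2 in ENSBGRG00000002215 and 22.7 in ENSBGRG00000000644 for pregnancy. GABPA had a fold enrichment of 3.57 in pregnancy, and the anestrus list analysed here does not reach that gene.

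CHODL, which the paper lists as down-regulated in YO-PvsA, had a peak in its 3′ UTR (18868344 to 18868581, fold enrichment 5.03) in the anestrus list and none in the other lists. This gene was chosen after its values were seen. A candidate explanation is that lower expression hides the peak in pregnancy. In the pregnancy list, 10 peaks had the same or a smaller fold enrichment and lie on genes with low expression. These 8 genes had a mean FPKM in pregnancy at or below the 4.39 of CHODL. Such peaks can therefore be listed at this expression, as on NECTIN3 (mean FPKM 3.97, the authors' log10 p of -58). Several had weak evidence, such as that on ENSBGRG00000000024 (the authors' log10 p of -1.37). Peaks on other genes cannot show whether that of CHODL would be listed, so the explanation stays open. For the explanation that lower expression hides the peak in estrus, 4 such peaks of the estrus list lie on 3 genes. Their mean FPKM was at or below the 4.59 of CHODL in the 3 estrus libraries. These are too few to decide, and the explanation stays open there too. Sampling of the immunoprecipitated libraries and a change of methylation between the stages stay open as well, and neither was tested.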

How the results depend on the processing

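No test in this part was chosen only after the result was seen. The alternatives were those set before the data were examined, except the correlation of YO-F2 over all 173 genes, which was chosen after seeing the data.

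The number of DEGs in YO-FvsA was 2. It was 1 with a pseudocount of 1, with a minimum mean FPKM of 1, with median-ratio scaling, with only the 2 stages in the fit and with the replicate number as a block, and 5 with YO-F2. Across the 6 fits that each left out 1 anestrus or pregnancy library it was 1 to 4, with 4 without anestrus replicate 3 and 1 without each of the pregnancy libraries. A minimum mean FPKM of 1 leaves fewer genes, 105 in place of 130, and leaves out EPHA3. For the other changes the cause was not tested. Of the 2 genes, 1 was shared with the 5 found with YO-F2. The single down-regulated gene was found under median-ratio scaling, and quantile normalization gave 2 up-regulated genes and 1 down-regulated gene.

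The YO-FvsP count of 3 was 1 with a pseudocount of 1 and 5 with YO-F2, of which 2 were shared with the 3. It was 3 to 5 across the fits without 1 library, with 5 without pregnancy replicate 2. All these genes were down-regulated. The YO-PvsA count of 3 was 1 with a pseudocount of 1, a down-regulated gene shared with none of the 3, and 1 to 4 across the 8 fits without 1 library, with 1 without anestrus replicate 3, again shared with none. The causes were not tested. Leaving out an estrus library leaves 1 in that stage, so no count was made for YO-FvsA and YO-FvsP.

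After adjustment, 0 genes were found in each comparison, beside 12, 12 and 4 with an unadjusted p under 0.05. In YO-FvsA, 1 gene passed with a pseudocount of 0.01, with a minimum mean FPKM of 1 and with only the 2 stages in the fit, and 0 to 1 across the fits without 1 library, with 1 without pregnancy replicate 1 and without pregnancy replicate 2. In YO-FvsP, 1 gene passed with only the 2 stages in the fit, and 0 to 1 across the fits without 1 library, with 1 without anestrus replicate 3 and without pregnancy replicate 1. In YO-PvsA the count was 0 under every alternative run. The cause was not tested, except that a minimum mean FPKM of 1 tests fewer genes.

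The numbers in the sample names were used as a block, although the paper does not say that they pair samples. After the stage means were removed, the 7 pairs of libraries with the same number correlated at -0.0248 on average (-0.170 to 0.389). The 14 pairs with different numbers correlated at 0.0124 (-0.387 to 0.483). With 2 estrus libraries, the values left after removal mirror each other, as for YO-A1 with YO-F1 (-0.170) and with YO-F3 (0.170). These averages are therefore constrained and cannot show whether the numbers pair samples. With the block, the YO-FvsA count was 1 and the YO-FvsP and YO-PvsA counts were 4.

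The median correlation of YO-F2 with the other libraries, 0.800, was 0.785 on FPKM without logarithm, 0.837 with a pseudocount of 1, 0.721 with a minimum mean FPKM of 1 and 0.889 over all 173 genes. It stayed below the lowest median of the other libraries each time, which was 0.952, 0.964, 0.912 and 0.960. The cause of these shifts was not tested. The detected genes per stage and the FPKM classes stayed within the spread or within a factor of 1.5 under the alternatives run for them. So did the m6A peak counts per stage, for which the only alternative was a minimum fold enrichment of 2. No minimum on the false discovery rate of the peaks was run.

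With an absolute log2 fold change of at least 1, the m6A peaks in the authors' comparison tables, which hold peaks whatever their p, fell from 23 to 9 higher and from 15 to 3 lower in YO-FvsA, from 202 to 72 higher and from 61 to 25 lower in YO-FvsP, and from 1 to 0 higher and from 7 to 0 lower in YO-PvsA. A minimum can only remove peaks.

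The log2 fold changes of 17 pairs of a gene and a comparison were followed through the alternatives. In the alternatives planned for single genes, 173 tested values kept their direction and their side of an unadjusted p of 0.05, 32 were no longer under it, 10 were newly under it and 1 reversed. In the fits with 1 estrus library no test was made, and 16 values moved by less than the spread between replicates and 6 by more. The paper's standard also sets a minimum fold change. Over 281 tested fits, which also include quantile normalization, no minimum and a minimum mean FPKM of 1, and moderation without the trend, 31 values no longer passed this standard and 12 newly passed it. The reversal was ADAMTS1 in YO-FvsA, from 0.82 to -0.51 with YO-F2, in which its FPKM was 11.6 against 79.4 or more in every other library.

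The planned tests of the marker lists with their alternatives, and the overlap of m6A peaks with its stricter form, were not run, because no list gene is among the 173 genes and the peak lists analysed here are incomplete. Without counts, the precision of low FPKM values is unknown, which limits ENSBGRG00000000153, EPHA3 and ENSBGRG00000000121.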

Differences from the paper's values

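The paper's text gives 19738 transcripts and the table analysed here 173 genes, since only part of it was analysed. No alternative was set for this number.

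The paper's share of genes with an FPKM below 1 is 25%, and the share here was 40.4% ± 1.53 (SD, n = 8 libraries). It was 40.4% by mean FPKM per gene and 41.5% with YO-F2. Neither of these alternatives, set before the data were examined, closed the gap. The class here includes values of 0, which were 344 of the 1557 values over the 9 libraries. The paper does not say whether it counted such values. No share without them was computed, so a difference in the class stays possible as the cause. The paper's share of genes with an FPKM of 1 to 100 is 72%, against 56.7% here, which is within a factor of 1.5. The paper's share of genes with an FPKM of 100 to 1000 is 2%, against 2.92% here, which is within a factor of 1.5, and 3.02% with YO-F2, which is not. The paper also reports genes above an FPKM of 1000, and none of the 173 genes reached it, the highest value being 344.6.

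The paper's log2 fold change of ENSBGRG00000000153 in YO-FvsA is -4.99 (Supplementary Table S3), and the value here was -3.80. It was -4.99 as the log2 ratio of the mean FPKM values and -4.86 with a pseudocount of 0.01, both set before the data were examined and both within the difference allowed. No other alternative came within it, with values from -4.05 to -1.62. As the log2 ratio of the mean FPKM values, the paper's value was also reached for EPHA3 in YO-FvsA (1.77, against 1.30 as the difference of mean log2 values), CD96 in YO-FvsP (-1.60 against -1.39), and, in YO-PvsA, CHODL (-1.39 against -1.13), CD84 (1.32 against 1.35) and ENSBGRG00000000226 (1.36 against 1.25).

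The paper lists CHODL as down-regulated in YO-PvsA. Here it fell by 1.13 and was not called, because its unadjusted p from limma was not under 0.05. It was called with a pseudocount of 1 (log2 fold change -1.02), with only the 2 stages in the fit, with the replicate number as a block, without estrus replicate 1 and without estrus replicate 3 (each with the same fold change), and without anestrus replicate 2, where it fell by 1.73. ENSBGRG00000000153 in YO-FvsP (log2 fold change -2.69) and ENSBGRG00000000121 in YO-PvsA (log2 fold change 2.11) were called here and are not in the paper's DEG tables for these comparisons. The first was not called with a pseudocount of 1 (log2 fold change -0.99). The second was not called with a pseudocount of 1 (0.87) or of 0.01 (3.27), without anestrus replicate 1 (2.32) or 3 (1.12), or without pregnancy replicate 2 (1.99) or 3 (2.00), nor could it be tested with a minimum mean FPKM of 1.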

Other observations

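All tests in this part were chosen only after the result was seen.

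The 6 anestrus and pregnancy libraries can be split into 2 groups of 3 in 10 ways. Of these splits, 4, the real one included, gave at least as many DEGs as YO-PvsA by the paper's standard, and the highest count of a split was 7. With 10 splits the share cannot be below 0.1, so the design cannot tell the stages from an arbitrary grouping by this count. After adjustment the real split gave 0 genes, which each of the 10 splits reaches by construction, so that count tests nothing. The highest adjusted count of a split was 1.

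Supplementary Tables S6 and S7 name genes that are not in the paper's DEG tables. A candidate explanation is that the enrichment was run on genes chosen by p without the minimum fold change. For the 8 such pairs of a gene and a comparison among the 173 genes, the largest absolute log2 ratio of mean FPKM was 0.985 and the smallest 0.658, so all were below 1. Pairs outside the DEG tables were mostly below 1 in any case, since only 23 of 377 were at 1 or more. The median of the 377 was 0.237, and 40 of them lay between the smallest and the largest of the 8. The 8 pairs were thus all above that median and below the minimum, which the explanation allows. The paper's sentence on its GO analysis gives p < 0.05 for the DEGs and no minimum fold change, although its definition of DEGs has that minimum. Other ways of choosing the genes were not tested, so this does not decide for or against the explanation, which stays open. A limma p under 0.05 was found for 4 of the 8 pairs. The paper's largest query sizes in Supplementary Table S6 are 404, 635 and 456 genes for YO-FvsA, YO-FvsP and YO-PvsA, and its DEG tables hold 294, 410 and 273 genes.

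ENSBGRG00000000233 (chromosome 4, 17047040 to 17051409) was listed at 0 in YO-F1 and YO-F2 and at 6.74 to 11.7 in the other 7 libraries. It was chosen after its values were seen. Reads assigned to the neighbouring ENSBGRG00000000238, 173 bp away, might leave it at 0. The neighbour had 55.9 in YO-F1 and 38.0 in YO-F2, against 39.7 to 49.4 in the other libraries, so it was above them in 1 of the libraries and below them in the other. That is too few libraries to decide, and a difference between the animals stays open and untested.

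In the authors' own comparison of m6A peaks, the part analysed here holds 38 compared peaks for YO-FvsA, 263 for YO-FvsP and 8 for YO-PvsA. IFNAR1 had a log2 fold change of 0.72 in YO-FvsP (36965831 to 36967325, the authors' p = 1.74e-05), and EPHA3 had 1.58 in YO-FvsA (40331454 to 40331603, the authors' p = 0.506). These genes were chosen after their values were seen, and no biological explanation was tested.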
